A study of Zea mays subsp. mays with 11 samples. Its data were reported in "Premeiotic 24-nt phasiRNAs are present in the Zea genus and unique in biogenesis mechanism and molecular function" (2024).

How the data were processed

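Small RNAs bound to Argonaute proteins were measured in maize anthers. The TraPR kit isolates Argonaute-loaded small RNAs on an ion exchange column, so that the libraries hold small RNAs in protein complexes rather than all small RNAs of the tissue. The 11 libraries came from plants homozygous for mutations in all AGO18 copies (ago18HM) and from their siblings heterozygous for the same mutations (ago18HT), with anthers of 2 mm or 5 mm in length. There were 3 ago18HT-2mm, 2 ago18HM-2mm, 3 ago18HT-5mm and 3 ago18HM-5mm libraries, grouped by the titles of the samples.

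The authors mapped reads to the B73 RefGen_v5 genome with Bowtie, counted them over PHAS loci (loci that produce phased small RNAs, phasiRNAs) with featureCounts, and deposited CPM values made with edgeR by the authors. Reads with several mapping positions were counted at each of them, so that loci of similar sequence can share reads and are uncertain in this respect. The plants were mostly but not wholly of the B73 background, so reads from other haplotypes may be missed where they differ from the reference. The size range of the counted reads was not stated. The table held 659 loci and 11 value columns, and 0 value columns were left without a sample. The locus names give the size of the phasiRNAs: 430 loci had 21-nt and 229 loci had 24-nt phasiRNAs. The 24-nt loci were split into 75 premeiotic and 154 meiotic loci with the annotation in the supplement of the study, which rests on abundance in other anther libraries. No abundance value was taken from that supplement. Positions of the loci were not used in any test, and loci are named as in the deposited table.

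Within each library, every CPM value was a whole multiple of one step, and 100% of the values gave a whole number of reads, with a largest deviation of 3.03e-05 reads. Each library had between 5 and 35 values of 1 to 20 reads, which is too few to check the step on low values alone, so the recovered reads rest on the higher values as well. The size of this step gave the CPM denominator, from 5419067 to 53038060 reads, which was 9.79 times larger in the deepest library than in the shallowest one. The denominators were not whole numbers, so that they may include a scaling factor, and which reads they cover was not stated. Denominators ran from 33076189 to 53038060 reads in the 5 libraries of 2 mm and from 5419067 to 17805878 reads in the 6 libraries of 5 mm, so that depth and anther length cannot be separated by design. A count of 0 allows up to 3 reads, which is between 0.0566 and 0.554 CPM depending on the library; this covers counting error only. Of all 7249 values, 6 were 0.

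The analysis used R 4.3.3 with limma 3.58.1 and statmod 1.5.0. Loci with at least 1 CPM in at least 2 libraries were kept, which retained all 659. Log2(CPM + 1) was fitted with limma (4 group means over all 11 libraries, eBayes with trend), and two-sided p-values were adjusted by Benjamini-Hochberg over all loci of a contrast. Loci were called at an adjusted p below 0.05 and a fold change above 1.5. Fold changes are on the log2(CPM + 1) scale, which understates changes of low loci. Contrasts were ago18HM against ago18HT at each length, the average of both, their difference (the interaction), and 5 mm against 2 mm within each genotype. Summed CPM per class was compared by two-sided exact permutation tests of the group means, and over both lengths by permuting genotype within anther length. Classes were also tested as sets with camera (preset correlation 0.01), fry and camera with an estimated correlation. On simulated data with 659 loci, 200 were changed in ago18HM-5mm. Of these, 98% were recovered, 1.51% of the calls were false, and 0 loci were called in the contrast without change. The simulated loci were independent and had the same dispersion. Loci of unusually large spread and classes that shift together in a library were not simulated, so these rates need not hold for the real data.

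The tests, thresholds, groups and most alternatives of the comparisons were chosen before the data were examined. The tests of explanations in the closing section were set later, after a first look had shown the counts of called loci and several values per library. Named loci followed a rule set at that point: in each genotype contrast, among called loci with all ago18HM libraries on one side of all ago18HT libraries, the 3 largest decreases and the 2 largest increases; the 2 interaction calls with the smallest p; and every locus of a class and direction with at most 3 calls at 2 mm or 5 mm. Other loci named in the text were chosen after their values were seen. The alternatives were pseudocounts of 0.1 and 5, no filter, a mean CPM of at least 10, centring on 21-PHAS loci, median ratio scaling, eBayes without trend or robust, other thresholds, fits of only the compared groups, a replicate block, and leaving out each library. A voom fit on recovered reads and a fit on reads thinned to one depth were added after the data were seen. Count models were planned only if whole reads could be recovered, and were not run because low values were too few to check this, which also limits the voom and thinned fits.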

Results

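To compare Argonaute-loaded phasiRNAs between the ago18 triple mutant and its heterozygous siblings, 11 TraPR libraries from 2 mm and 5 mm anthers were analysed at 659 PHAS loci. PHAS loci produce precursors that are cut into phased small RNAs of 21 or 24 nt. Premeiotic and meiotic 24-PHAS loci are separated by the anther stage at which their phasiRNAs first become abundant. Reads in PHAS loci ranged from 9654824 to 10738654 in ago18HT-2mm, from 5193455 to 7087491 in ago18HM-2mm, from 2202220 to 3201808 in ago18HT-5mm and from 574309 to 2090574 in ago18HM-5mm. PHAS loci took 22.1% to 32.5% of the CPM denominator in ago18HT-2mm and 13.4% to 14.1% in ago18HM-2mm. At 5 mm these shares were 30.5% to 34.7% in ago18HT and 10.4% to 11.7% in ago18HM. Correlations of log2 values across loci were between 0.878 and 0.979 for libraries of one group.

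The first question was whether the total abundance of each class of loaded phasiRNAs differed between genotypes. Meiotic 24-PHAS loci summed to 33952 ± 10749 CPM (SD, n = 2) in ago18HM-2mm and to 187344 ± 62189 CPM (SD, n = 3) in ago18HT-2mm, a ratio of 0.181. At 5 mm the sums were 14775 ± 3217 CPM (SD, n = 3) and 245410 ± 23866 CPM (SD, n = 3), a ratio of 0.0602. At both lengths every ago18HM library was below every ago18HT library. The two-sided exact permutation p was 0.2 at 2 mm and 0.1 at 5 mm, and 0.1 is the smallest p that either comparison allows. When genotype was permuted within anther length over all 11 libraries, the log2 effect was -3.26 (permutation p = 0.005, the smallest of 200 permutations; adjusted p = 0.0075). The alternative that moved these ratios most expressed each class as a share of all PHAS CPM, which gave 0.376 at 2 mm and 0.181 at 5 mm.

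21-PHAS loci summed to 94479 ± 6533 CPM (SD, n = 2) in ago18HM-2mm and 77507 ± 501 CPM (SD, n = 3) in ago18HT-2mm. At 5 mm the sums were 85735 ± 4953 CPM (SD, n = 3) in ago18HM and 73471 ± 3754 CPM (SD, n = 3) in ago18HT. The ratios were 1.22 and 1.17, each with an exact permutation p of 0.1, and every ago18HM library was above every ago18HT library of its length. Over both lengths the log2 effect was 0.25 (permutation p = 0.005, adjusted p = 0.0075). If the CPM denominator includes the meiotic reads, a lower meiotic class raises the CPM of the other classes by construction. Which reads it covers was not stated. With the meiotic loci taken out of the CPM denominator, the 21-PHAS ratio was 1.02 at 2 mm and 0.894 at 5 mm.

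Premeiotic 24-PHAS loci summed to 8776 ± 840 CPM (SD, n = 2) in ago18HM-2mm and 15344 ± 8657 CPM (SD, n = 3) in ago18HT-2mm, with an exact permutation p of 0.5. Every ago18HM library was below every ago18HT library at 2 mm, from 8181 to 9370 CPM against 9651 to 25306 CPM. At 5 mm they summed to 8477 ± 2112 CPM (SD, n = 3) and 8382 ± 467 CPM (SD, n = 3), with an exact permutation p of 0.9. The difference over both lengths (log2 effect -0.34, permutation p = 0.345) did not pass 0.05, and neither did that of sums divided by the 21-PHAS sum (log2 effect -0.59, permutation p = 0.065). The 2 mm ratio of 0.572 rested on ago18HT-2mm replicate 1, without which it was 0.847.

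**Figure D1:**
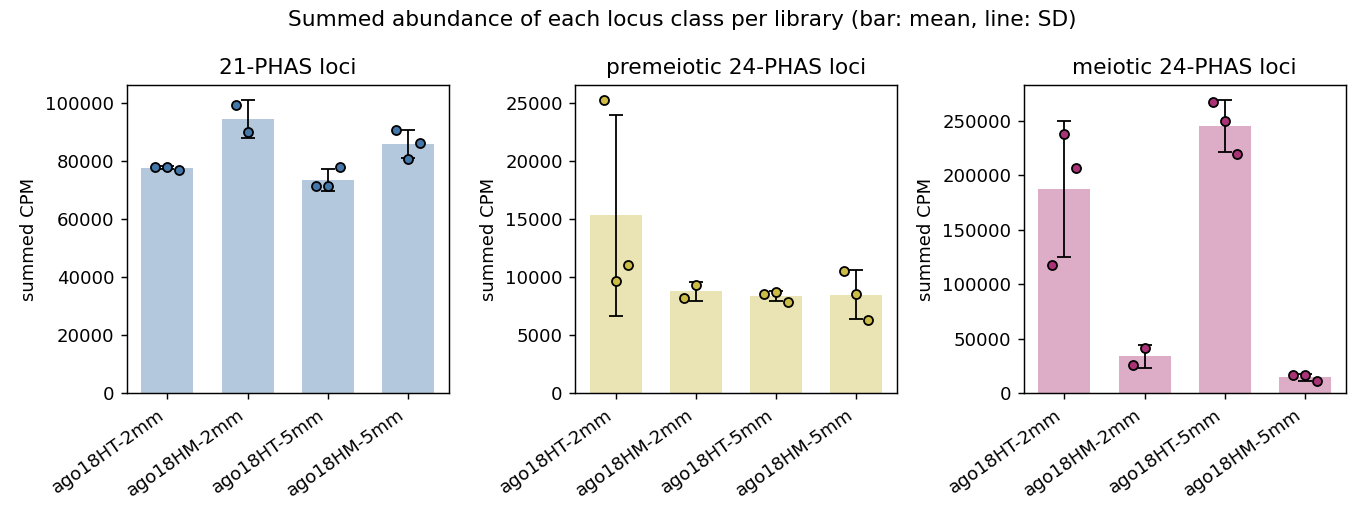
Summed CPM per library for each locus class (y axis, CPM; points are libraries, bars are group means and lines are SD) in the 4 groups (x axis). Meiotic 24-PHAS loci summed to 14775 CPM on average in ago18HM-5mm and 245410 CPM in ago18HT-5mm, while ago18HT-2mm replicate 1 stood apart at premeiotic 24-PHAS loci with 25306 CPM.

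The second question was which loci differed. At 2 mm, 108 of 154 meiotic 24-PHAS loci were lower in ago18HM (limma, adjusted p below 0.05 and fold change above 1.5). Of the 75 premeiotic 24-PHAS loci 2 were lower, and of the 430 21-PHAS loci 2 were lower and 13 were higher. No meiotic or premeiotic locus was higher, and 0 of either class were higher at an unadjusted p under 0.05. At 5 mm, 130 meiotic loci, 1 premeiotic locus and 8 21-PHAS loci were lower and 17 21-PHAS loci were higher, again with 0 meiotic and 0 premeiotic loci higher at an unadjusted p under 0.05. Adjusted over the list alone, 120 meiotic loci were lower at 2 mm and 133 at 5 mm. For 21-PHAS loci, adjusted over the list alone, 0 were lower and 1 was higher at 2 mm, and 3 were lower and 0 were higher at 5 mm. The numbers of 21-PHAS calls thus differed between adjustment over the class and over all loci. All 108 meiotic loci lower at 2 mm were among the 130 lower at 5 mm. Fitting only the 2 groups compared moved the meiotic count at 2 mm most, to 55. In 126 of 154 meiotic loci at 2 mm and 138 at 5 mm all ago18HM libraries were below all ago18HT libraries, where chance gives 10% and 5%. Median log2 fold changes were -1.99 for meiotic, -0.46 for premeiotic and 0.20 for 21-PHAS loci at 2 mm, and -4.03, 0.22 and 0.11 at 5 mm.

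**Figure D2:**
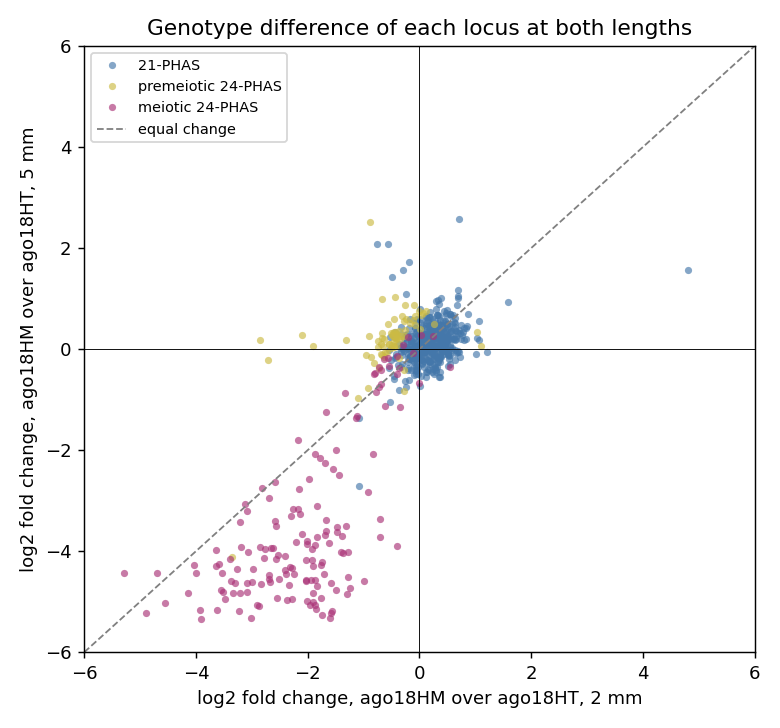
Log2 fold change of ago18HM over ago18HT at 2 mm (x axis) and at 5 mm (y axis), on the log2(CPM + 1) scale, with one point per locus coloured by class and a dashed line of equal change. Meiotic 24-PHAS loci had medians of -1.99 at 2 mm and -4.03 at 5 mm.

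The meiotic locus B73_24PHAS_51824 decreased most at 2 mm, from 995 ± 292 CPM (SD, n = 3) to 27.8 ± 20.5 CPM (SD, n = 2), with a log2 fold change of -5.28 (SE 0.54, limma adjusted p = 0.00018). The next were B73_24PHAS_4294 and B73_24PHAS_4284, with log2 fold changes of -4.89 and -4.71. At 5 mm the largest decreases were at B73_24PHAS_21372, B73_24PHAS_35075 and B73_24PHAS_21380, with log2 fold changes of -5.35, -5.33 and -5.31. B73_24PHAS_21380 decreased from 3464 ± 224 CPM (SD, n = 3) to 86.4 ± 11.03 CPM (SD, n = 3; SE 0.54, limma adjusted p = 2.63e-05). The premeiotic locus B73_24PHAS_35105 was lower at both lengths, with log2 fold changes of -3.35 (SE 0.38, limma adjusted p = 0.000285) and -4.11 (SE 0.34, limma adjusted p = 6.81e-06). The other premeiotic locus lower at 2 mm, B73_24PHAS_20630, had a log2 fold change of -1.31 (limma adjusted p = 0.00554).

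The 21-PHAS loci lower at 2 mm were B73_21PHAS_6425 and B73_21PHAS_6427, with log2 fold changes of -1.08 and -1.09 (limma adjusted p = 0.018 and 0.0138). The largest increases at 2 mm were at B73_21PHAS_38579 and B73_21PHAS_39753, with log2 fold changes of 4.80 (SE 1.41, limma adjusted p = 0.0402) and 1.06 (SE 0.26, limma adjusted p = 0.0155). B73_21PHAS_38579 varied within groups at 5 mm, from 1.34 to 63.0 CPM in ago18HT and from 4.10 to 73.6 CPM in ago18HM, and its adjusted p was under 0.05 in 17 of 23 alternatives and at most 0.0986. At 5 mm B73_21PHAS_17107 and B73_21PHAS_54525 increased most, with log2 fold changes of 1.06 and 1.01 (limma adjusted p = 0.00935 and 0.0437). The adjusted p at B73_21PHAS_54525 was under 0.05 in 14 of 25 alternatives, and 0.154 without ago18HT-5mm replicate 2.

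As sets, meiotic 24-PHAS loci ranked low and 21-PHAS loci high in both genotype contrasts under camera (adjusted p of 1.3e-73 and 6.05e-62 at 2 mm, and 3.63e-98 and 1.27e-35 at 5 mm). The small size of these values rests on the preset correlation of 0.01. Camera with an estimated correlation gave adjusted p-values of 0.00726 and 6.97e-05 at 2 mm, and 0.00306 and 0.000249 at 5 mm, in the same directions. Camera ranks a class against the other loci, so the position of 21-PHAS loci reflects the decrease of meiotic loci as well. Under fry the meiotic decrease held at both lengths (adjusted p of 0.000801 and 1.95e-05), and the 21-PHAS increase held at 2 mm (0.00743) but not at 5 mm (0.0564). Premeiotic loci passed camera at 2 mm and 5 mm, with opposite directions (adjusted p of 0.0359 and 0.00372), and neither call held under fry or with an estimated correlation.

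The third question was whether the genotype difference changed with anther length. For the interaction 52 meiotic 24-PHAS loci and 1 21-PHAS locus were lower and 1 premeiotic 24-PHAS locus was higher. A lower term means that ago18HM lay further below ago18HT at 5 mm than at 2 mm. The smallest p-values were at B73_24PHAS_48391 and B73_24PHAS_32590, with interaction terms of -3.52 (SE 0.39, limma adjusted p = 0.00417) and -2.23 (SE 0.29, limma adjusted p = 0.00597). The median term over meiotic loci was -1.48, and 134 of 154 were below 0. Over premeiotic loci the median was 0.69 and 5 of 75 were below 0, but without ago18HT-2mm replicate 1 it was 0.13 and 21 were below 0. The meiotic count fell to between 17 and 21 in each fit without one of the 5 mm libraries. Averaged over both lengths, 133 meiotic, 2 premeiotic and 4 21-PHAS loci were lower and 17 21-PHAS loci were higher.

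Between 2 mm and 5 mm in ago18HT, 52 21-PHAS loci were lower and 21 higher, and 10 meiotic loci were higher. No premeiotic locus was called, although 15 were lower at an unadjusted p under 0.05. In ago18HM, 67 21-PHAS loci and 66 meiotic loci were lower from 2 mm to 5 mm, and 22 21-PHAS, 3 meiotic and 1 premeiotic locus were higher. Of the 21-PHAS loci, 37 were lower and 8 higher in both genotypes. Depth differed between the lengths, so that these contrasts compare deeper with shallower libraries.

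Some loci varied strongly between libraries of one group. The within-group SD of log2(CPM + 1) exceeded 2 at 16 loci, while its median was 0.24 for 21-PHAS, 0.62 for premeiotic and 0.47 for meiotic loci. B73_21PHAS_7740, chosen after its values were seen, had 0.641, 0.786 and 124 CPM in ago18HT-2mm replicates 1 to 3, and 0.622 and 130 CPM in ago18HM-2mm replicates 1 and 2.

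**Figure D3:**
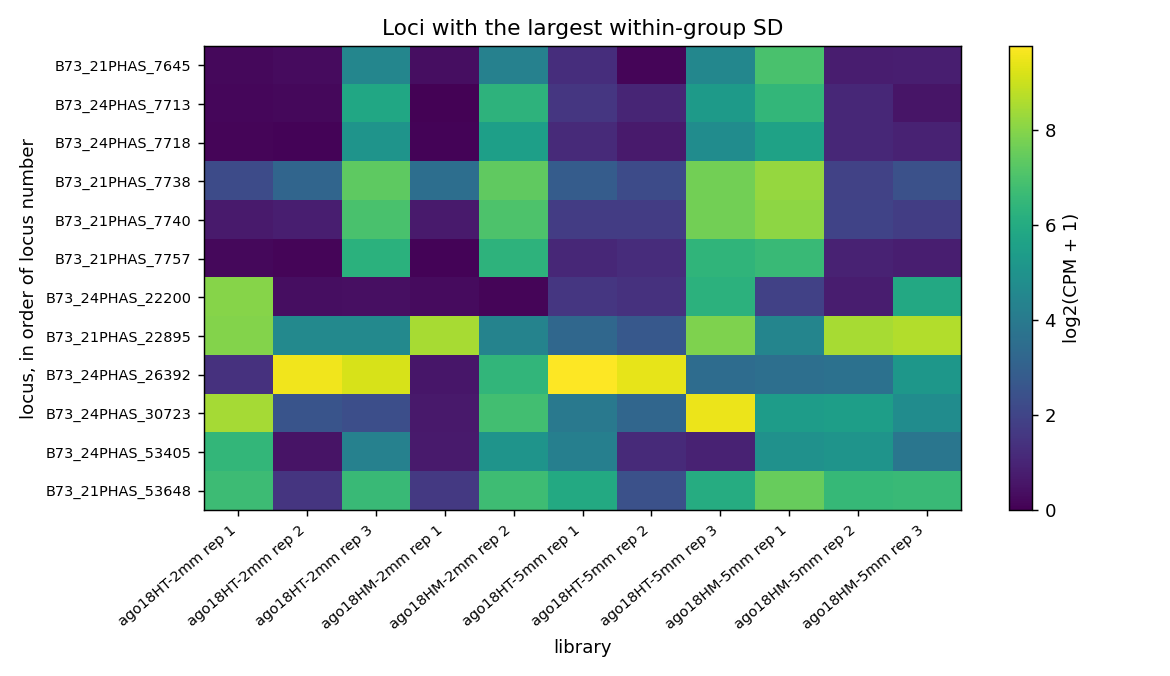
Log2(CPM + 1) (colour) of the loci with the largest within-group SD (y axis, in order of locus number) in each of the 11 libraries (x axis). At B73_21PHAS_7740 ago18HM-2mm replicates 1 and 2 had 0.622 and 130 CPM.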

Values the study reported

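For TraPR libraries of 2 mm anthers, the study reported lower phasiRNA abundance in the mutant at 98 meiotic, 2 premeiotic and 2 21-PHAS loci. For 5 mm anthers it reported lower abundance at 129 meiotic, 1 premeiotic and 4 21-PHAS loci.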

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

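The tests of depth, of ago18HT-2mm replicate 1 and of the pseudocount on meiotic loci in this part were chosen before their results were seen, but after the interaction counts were known, and the premeiotic medians were compared only after the data were seen.

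The genotype difference itself differed between 2 mm and 5 mm, by the interaction term, at 52 meiotic 24-PHAS loci and 1 21-PHAS locus with a lower term and at 1 premeiotic 24-PHAS locus with a higher term. The last 2 were B73_21PHAS_6427 (-1.63, limma adjusted p = 0.0301) and B73_24PHAS_20630 (1.49, limma adjusted p = 0.038), which were singled out after their values were seen. Both calls were lost in several of the fits that left out 1 library, the latter in 8 of 9, and the 21-PHAS call in 5 of 9. Over all premeiotic loci the median term was 0.69 (quartiles 0.54 and 0.84), and 5 of 75 terms were below 0. Without ago18HT-2mm replicate 1 this median was 0.13 and 21 of 75 were below 0, so most of the premeiotic shift rested on that library.

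For the meiotic loci, the median interaction term of -1.48 was compared under changes that would remove a technical cause. Thinning all libraries to one depth left it at -1.51, which argues against the difference in depth. Without ago18HT-2mm replicate 1 it was -1.26, which argues against that library as the whole cause. A pseudocount of 0.1 gave -1.55, so the floor set by the pseudocount was not the cause either. In these fits 128, 131 and 131 of 154 terms were below 0. The number of called loci was less stable than the median, since it fell to 17 without ago18HM-5mm replicate 3 and to between 18 and 21 without any other 5 mm library. A change with anther development stays open as a biological explanation. In total small RNA, the study reported meiotic loci lower in the mutant at the longer of these lengths but not at the shorter. It proposes that the mutated Argonaute proteins are needed for loading at both lengths, and for accumulation as well at the longer one. That proposal would give a larger decrease of loaded phasiRNAs in the longer anthers. The total small RNA was not part of the data analysed here. Any difference in library preparation between the lengths was not tested and also stays open.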

How the results depend on the processing

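The direction of the meiotic decrease was the same at 2 mm and 5 mm under every alternative run, and no meiotic locus was called higher in ago18HM in either contrast. The number of lower meiotic loci ran from 96 to 121 at 2 mm and from 127 to 130 at 5 mm in fits that each left out 1 library. Of the 108 and 130 loci, 105 and 130 were shared with voom on recovered reads and 107 and 128 with reads thinned to one depth, both chosen after seeing the data. Omitting the filter moved nothing, since the filter removed no locus. The planned count models on recovered reads were not run. Over the main results, 857 values under alternatives were labelled the same, 109 moved, 6 lost and 3 reversed. The first label allowed changes in size, so its count does not measure how far values shifted. It included the premeiotic 5 mm ratio divided by the 21-PHAS sum, 0.863 against 1.01. The premeiotic 2 mm ratio without ago18HT-2mm replicate 1, 0.847 against 0.572, was included too. For named loci, 600 values kept their call and 65 lost it, none reversed, and 19 of 29 named results kept their call throughout. The cause of the changes below was not tested unless stated.

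With a pseudocount of 5, 34 meiotic loci were lower in the interaction and 1 meiotic locus was higher at 5 mm than at 2 mm in ago18HM; a mean CPM of at least 10 and thinned reads also left 1 in the latter.

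Centring on 21-PHAS loci shifted the median of all loci by -0.16 at 2 mm and -0.09 at 5 mm on the log2 scale, and median ratio scaling by 0.07 and 0.12. With centring, 5 21-PHAS loci were higher at 2 mm, 8 were higher at 5 mm, and 7 were lower and 4 higher in the averaged effect. In the interaction 0 21-PHAS and 25 meiotic loci were lower. From 2 mm to 5 mm, 32 21-PHAS loci were lower and 37 higher in ago18HT, and 38 21-PHAS and 35 meiotic loci were lower in ago18HM. With median ratio scaling, 24 21-PHAS loci were higher at 2 mm, 5 were lower and 33 higher at 5 mm, and 39 were higher in the averaged effect. It gave 33 lower meiotic loci in the interaction and 35 higher 21-PHAS loci at 5 mm in ago18HT. Higher loci made up 10.4% of the calls at 2 mm and 10.9% at 5 mm, 4.10% and 5.41% with centring, and 17.8% and 19.5% with median ratio scaling.

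With the adjusted p alone, 7 21-PHAS loci were lower and 53 higher in the averaged effect. At an adjusted p under 0.01, 0 21-PHAS loci were lower and 5 higher at 2 mm, 4 were lower and 5 higher at 5 mm, and 8 were higher in the averaged effect. The interaction then had 0 lower 21-PHAS, 0 higher premeiotic and 12 lower meiotic loci. From 2 mm to 5 mm, 25 21-PHAS loci were lower and 10 higher and 4 meiotic loci were higher in ago18HT, and 30 21-PHAS loci were lower and 2 higher, with 19 meiotic loci lower and 1 higher, in ago18HM. Fewer calls follow from the stricter threshold itself.

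Fitting only the groups compared gave 55 lower meiotic, 1 lower and 6 higher 21-PHAS loci at 2 mm, 2 lower and 2 higher premeiotic loci at 5 mm, and 24 lower and 4 higher 21-PHAS loci from 2 mm to 5 mm in ago18HM. These fits hold fewer libraries.

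No sign of pairing by replicate number was seen. Correlations of deviations between libraries of different groups had a median of -0.18 over the 15 pairs with the same number. Of these, 5 were over 0.1. The median was 0.10 over the 30 pairs with different numbers. Deviations from a group mean cancel within the group, so both medians are tied to each other and pairing is not excluded. With the replicate block, 4 premeiotic loci were lower at 2 mm and 2 at 5 mm, and in the interaction 0 21-PHAS loci were lower and 0 premeiotic loci higher. The averaged set test of premeiotic loci turned to lower under the block (adjusted p = 0.591).

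As a share of all PHAS CPM, the ratio of ago18HM to ago18HT was 2.43 at 2 mm and 3.49 at 5 mm for 21-PHAS, 1.05 and 3.01 for premeiotic, and 0.376 and 0.181 for meiotic loci. The effect over both lengths on premeiotic loci reversed to 0.96. This follows from the construction of the share, which rises where the meiotic class falls.

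In the set tests, fry gave adjusted p-values of 0.389 at 2 mm and 0.739 at 5 mm for premeiotic and 0.0564 at 5 mm for 21-PHAS loci, and turned the averaged premeiotic test to lower (adjusted p = 0.65). With an estimated correlation, premeiotic loci had adjusted p-values of 0.771 and 0.74, and with centring 0.152 at 2 mm.

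The following counts moved in fits that each left out 1 library. Over the 9 fits between genotypes at 2 mm, the counts ran for 21-PHAS loci higher from 7 to 25 and for premeiotic 24-PHAS loci lower from 2 to 4. Over the 11 fits between genotypes at 5 mm, the counts ran for 21-PHAS loci lower from 4 to 8, for 21-PHAS loci higher from 8 to 25, for premeiotic 24-PHAS loci lower from 1 to 2 and for premeiotic 24-PHAS loci higher from 0 to 4. Over the 9 fits in the averaged genotype effect, the counts ran for 21-PHAS loci higher from 11 to 23, for premeiotic 24-PHAS loci lower from 2 to 5 and for premeiotic 24-PHAS loci higher from 0 to 6. Over the 9 fits in the interaction, the counts ran for 21-PHAS loci lower from 0 to 1, for 21-PHAS loci higher from 0 to 1, for premeiotic 24-PHAS loci higher from 0 to 1 and for meiotic 24-PHAS loci lower from 17 to 55. Over the 11 fits from 2 mm to 5 mm in ago18HT, the counts ran for 21-PHAS loci lower from 27 to 61, for 21-PHAS loci higher from 11 to 33, for premeiotic 24-PHAS loci lower from 0 to 1 and for meiotic 24-PHAS loci higher from 5 to 11. Over the 9 fits from 2 mm to 5 mm in ago18HM, the counts ran for 21-PHAS loci higher from 10 to 26, for premeiotic 24-PHAS loci lower from 0 to 1, for meiotic 24-PHAS loci lower from 27 to 84 and for meiotic 24-PHAS loci higher from 1 to 3. The premeiotic loci higher at 5 mm (4) and in the averaged effect (6) appeared without ago18HT-2mm replicate 1, and lower meiotic interaction loci were 17 without ago18HM-5mm replicate 3. Fits without an ago18HM-2mm library gave no count for contrasts that use that group, since 1 library would remain.

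Depth limits low loci most in the 5 mm libraries, where a count of 0 allows up to 0.554 CPM.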

Other observations

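Except for the regroupings and the test of younger anthers, the tests in this part were chosen only after the result was seen. These 2 were chosen before their own values were computed, but after the counts of called loci and the class sums per library were known.

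Genotype was reassigned within anther length in 100 regroupings, the real one included, and 1 of the 100 called as many loci for the averaged genotype effect as the real grouping, which was the real one itself. It called 156 loci, and the next largest count was 130. For the 5 mm contrast, 1 of the 10 splits of the 6 libraries gave as many loci (156), and for 5 mm against 2 mm in ago18HT, 1 of the 10 splits gave as many (83). The next largest count was 1 in each case. With 10 splits the share cannot be under 0.1, so these splits could not have given a share under 0.05 whatever the counts.

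The number of 21-PHAS loci lower at 5 mm was 8. That is higher than the value quoted from the study above. Without ago18HT-5mm replicate 3 the number was 4, and the cause of the difference from the study was not tested.

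The higher CPM of 21-PHAS loci in ago18HM may follow from the smaller meiotic share of the CPM total. With the meiotic loci taken out of the CPM denominator, the ratio of the 21-PHAS sum in ago18HM to that in ago18HT was 1.02 at 2 mm (two-sided exact permutation p = 0.9). At 5 mm it was 0.894 (two-sided exact permutation p = 0.1). The 21-PHAS sum of ago18HM was thus no longer clearly above that of ago18HT at either length. At 5 mm every ago18HM library was then below every ago18HT library. Single loci were not refitted with this denominator. With centring on 21-PHAS loci, 5 of them were still called higher at 2 mm and 8 at 5 mm.

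At the 16 loci with a within-group SD above 2, expected reads were taken for the library furthest below its group mean on the log2 scale. The group mean would give at least 224 reads there, which argues against depth in these libraries. The lowest CPM of a locus can lie in another library, which this value does not cover. An example is B73_21PHAS_7645 with 0.103 CPM in ago18HT-5mm replicate 2. The library that deviated most differed between loci, with 5 libraries among them, which argues against one mislabelled library. A candidate explanation is a haplotype other than B73 segregating among the plants, under which neighbouring loci of different size classes should deviate together. Over 66 pairs of a 21-nt and a 24-nt locus within 10 locus numbers, the median correlation of within-group deviations was 0.0963 (permutation p = 0.0733 from 100000 permutations of loci). This did not pass 0.05 and does not exclude the explanation. The distance of 10 leaves out pairs such as the 24-nt locus B73_24PHAS_7713 and the 21-nt locus B73_21PHAS_7740, singled out after their values were seen. At B73_24PHAS_7713, ago18HT-2mm replicates 1 to 3 had 0.137, 0.151 and 56.1 CPM and ago18HM-2mm replicates 1 and 2 had 0.0377 and 78.6 CPM. Its values were 1.89, 1.03 and 39.5 CPM in ago18HT-5mm and 87.3, 1.11 and 0.449 CPM in ago18HM-5mm replicates 1 to 3. At B73_21PHAS_7740 the same libraries had 0.641, 0.786, 124, 0.622, 130, 2.36, 2.37, 208, 275, 2.95 and 2.40 CPM in that order. The 2 loci were thus high in the same libraries, as the explanation predicts. Of the 16 loci, B73_21PHAS_7645, B73_21PHAS_7738, B73_21PHAS_7744, B73_21PHAS_7757 and B73_24PHAS_7718 were high in these libraries too. The remaining ones were high in other combinations of libraries. Among these, the 24-nt loci B73_24PHAS_26207, B73_24PHAS_26386 and B73_24PHAS_26392 shared a pattern. Each was lowest of its group in ago18HM-2mm replicate 1, ago18HT-2mm replicate 1 and ago18HT-5mm replicate 3. They hold no 21-nt locus, so they do not show both size classes deviating together. The pair was picked for its own pattern and these blocks were seen only afterwards, so the comparison cannot serve as a test. The haplotype explanation stays open.

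ago18HT-2mm replicate 1 had 25306 premeiotic and 117705 meiotic CPM, against 9651 and 237337 CPM in replicate 2 and 11076 and 206990 CPM in replicate 3. Its denominator of 43704102 reads lay inside the range of the other 2 mm libraries, which argues against depth. Of 75 premeiotic loci, 69 were higher than in both other replicates, which argues against a few dominant loci, and 125 of 154 meiotic loci were lower than in both, where chance gives 33.3%. Its premeiotic sum was 2.29 times that of the highest other 2 mm library, which RNA from ago18HM anthers would not give. For younger anthers, the test set was that its deviation at 21-PHAS loci runs against the change from 2 mm to 5 mm in ago18HM. The Spearman correlation across the 430 21-PHAS loci was 0.24 instead (permutation p = 1e-05, the smallest that the permutations can give; loci are not independent replicates). The same correlation was also positive for premeiotic (0.39) and meiotic loci (0.38), so 3 were computed. The predicted negative relation was thus absent. The test takes the change before 2 mm to be like the one after it, which no table checks, so it does not exclude younger anthers. More premeiotic and less meiotic phasiRNA is also the direction that an earlier stage would give. Younger anthers and other causes of this composition stay open.

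The premeiotic locus B73_24PHAS_35105 may be of the meiotic kind. In ago18HT-2mm replicate 1 it was lower than in the other replicates by a log2 difference of -1.26, as meiotic loci were (median -0.86), whereas the premeiotic median was 1.63. Of the 75 premeiotic loci, 4 were at least as low in that library, itself included, and the next lowest premeiotic log2 fold change at 5 mm was -0.96.

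Among the 8 21-PHAS loci lower at 5 mm, 2 had the next such locus within 10 locus numbers, at B73_21PHAS_6425, B73_21PHAS_6427 and B73_21PHAS_6428. Random draws gave as many with a permutation p of 0.0556. This test thus cannot tell a shared cause of neighbouring loci apart from chance, given the small number of loci. Both 21-PHAS loci lower at 2 mm, B73_21PHAS_6425 and B73_21PHAS_6427, lay in the same cluster, but the calls at 2 mm were not tested for neighbours. Whether these loci are linked to a mutated AGO18 copy was not tested.

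The meiotic locus B73_24PHAS_36488, singled out after its values were seen, had 73.9 ± 17.7 CPM (SD, n = 3) in ago18HT-2mm and 1793 ± 238 CPM (SD, n = 3) in ago18HT-5mm. In ago18HM it had 57.0 ± 24.1 CPM (SD, n = 2) and 1648 ± 285 CPM (SD, n = 3). The 5 mm values overlapped between the genotypes. No explanation was tested. The other meiotic loci higher at 5 mm in ago18HM were B73_24PHAS_880 and B73_24PHAS_23943, and the premeiotic one was B73_24PHAS_20630. In the averaged genotype effect the lower 21-PHAS loci were B73_21PHAS_6425, B73_21PHAS_6427, B73_21PHAS_6428 and B73_21PHAS_54591, and the lower premeiotic loci were B73_24PHAS_35105 and B73_24PHAS_7001. Some of these calls were lost in fits that left out 1 library. The averaged call at B73_21PHAS_54591 was lost in 5 of 9 such fits. The calls from 2 mm to 5 mm in ago18HM at B73_24PHAS_880 and B73_24PHAS_23943 were each lost in 4 of 9.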
